A study of Mus musculus with 20 samples.

How the data were processed

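Total RNA of SIMS cells, grown in DMEM with 10% fetal bovine serum, was extracted with TRIzol and spin columns, and its integrity was read on a Fragment Analyzer, per the labels' protocols. Libraries were made with Illumina's stranded total RNA kit, per the same protocols. There were 20 libraries: 4 each of wild type, Btbd7 KO and the 3 Zcchc8 KO clones, grouped by the titles in the labels. The labels gave no sequencing batch or date.

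The authors deposited raw read counts, as whole numbers per feature and library, in 9 tables. One gene table held all 20 libraries and was the main one. The other gene table held 19 of them, without wild-type replicate 1, and its counts were identical in all 19 shared columns. The 7 feature tables also left out wild-type replicate 1. They listed 124679 CTCF sites, 68261 enhancers, 83914 open chromatin regions, 88425 promoter flanking regions, 22272 promoters, 20564 transcription factor binding sites and 55471 PROMPT regions. Neither the labels nor the file headers state the aligner, the counter, the genome build, the strand setting, the rule for reads shared between features or how far a PROMPT region reaches. A feature count may therefore include reads of an overlapping transcript. The regulatory features carry identifiers without coordinates in these tables. Gene positions and biotypes were taken from GENCODE release M21 on GRCm38. Of 55471 gene identifiers, 54573 matched with their version and 55230 without. No column lacked a mapped library.

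Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), in 1 fit per table over all libraries and 5 groups, after filterByExpr by group. Features with a Benjamini-Hochberg adjusted p under 0.05 were called. The contrasts were the mean of the 3 Zcchc8 KO clones minus wild type, each clone minus wild type, Btbd7 KO minus wild type, and a test with 2 degrees of freedom that the clones are equal. Library sizes and TMM factors for every table came from the gene table, because scaling within a class would centre a general change of that class on 0. Standard errors were derived from each feature's quasi-likelihood test. CPM values were computed from the deposited counts with the TMM-scaled gene totals. A pseudocount of 0.5 was added where single libraries were put on the log2 scale. The tests, the alternatives, the gene lists and the naming rule were set before the data were examined, apart from the additions listed below. The rule always named Zcchc8, Btbd7, Rbm7 and Mtrex. It further took features called for the mean and in each clone in the same direction, with a mean of at least 50 counts and no call in Btbd7 KO. Of these it named the 5 with the largest and the 5 with the lowest log2 fold change in the gene table, and the 2 with the largest and the 1 with the lowest in each other table. A fold against a group whose libraries all held 3 counts or fewer was computed against a floor of 3 counts.

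Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) on voom values, adjusting over 10 tests. They held genes with RIKEN names (Rik), predicted genes (Gm and a number), histone genes, Snhg host genes, and 18 tested genes of the NEXT, PAXT and exosome complexes, without Zcchc8. Class shares were counts in a class per 1000 counts in genes. They were compared with two-sided exact permutation tests of the difference in means (scipy 1.17.1), adjusted over 28 tests. The plan had assumed 4 wild-type libraries for these tests, whereas the feature tables hold 3, which raises the smallest p they can give to 0.0571. Correlations and overlaps between comparisons that share the wild-type libraries were set beside 5 draws of simulated libraries with no effect.

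The scripted tests were tested on simulated data first. In counts drawn from the real means and library sizes, with 200 features changed, 49.5% to 79.5% of these were recovered depending on the table, and 71% to 88% of those changed 4-fold. False features made up 1.6% to 7.8% of calls. A shift of 0.5 on the log2 scale given to a whole class came back as a median of 0.49 to 0.50 with gene scaling and -0.02 to 0.01 with scaling within the table. Replicates of every group differed by more than counting noise (chi-square per degree of freedom 2.89 to 78.6), so all were kept as separate libraries.

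The depth limits the precision. The gene table held 6833258 to 17771804 counts per library, and that of transcription factor binding sites 65889 to 171317. The 10 most abundant features took 10.7% of counts in the gene table and 26.3% in the PROMPT table.

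The alternatives were DESeq2 1.42.0, other filters (none, or a mean of at least 10 counts), no TMM, scaling within each table, only the groups compared, the replicate number as a block, an absolute log2 fold change over 1, single clones, features called in each clone, pairs of clones, Btbd7 KO as control, cell lines as replicates, the other gene table, and leaving out each library in turn. Lists were also tested with an estimated correlation and with fry. Class shares were also computed on the TMM-scaled library size and without the 10 most abundant features. Chosen after seeing the data were thinning every library to 6833258 gene counts (for counts of calls and for the lists), PROMPT regions with no other gene within 5 kb upstream, and chromosomes whose median change lay within 0.1 of 0.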

Results

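Total RNA was sequenced from SIMS cells, a mouse salivary gland line, after Cas9 editing of either Zcchc8 or Btbd7. ZCCHC8 is the zinc-finger scaffold of the nuclear exosome targeting (NEXT) complex, which passes short-lived nuclear transcripts to the RNA exosome. The series asked which genomic regulatory features show altered transcription when Zcchc8 is knocked out, with the Btbd7 knockout (KO) as the negative control. The 20 libraries formed 5 groups of 4: unedited wild type, Btbd7 KO and 3 separate Zcchc8 KO clones, called clones 1, 2 and 3 here. Counts were given for genes and for 7 classes of feature. These were CTCF binding sites, enhancers, open chromatin regions, promoter flanking regions, promoters, transcription factor binding sites and PROMPT regions (promoter upstream transcripts), the last named by the gene whose promoter they lie at. Counts in genes ran from 6833258 to 17771804 per library. All 4 libraries of clone 1 were shallow, at 6833258 to 7683444, whereas the wild-type libraries held 13876944 to 17771804, the Btbd7 KO libraries 8280397 to 17115112, those of clone 2 7053304 to 16994115 and those of clone 3 7578027 to 14593557. The feature tables covered 19 libraries, without wild-type replicate 1, and so set 3 wild-type libraries against 4 of each edited line. Their totals per library ranged from 65889 to 171317 for transcription factor binding sites and from 1569548 to 3966608 for PROMPT regions. Counting error at these depths limits the results, but totals of tables with different numbers of features do not rank the classes. In the simulated counts, 49.5% of changed open chromatin regions, 50% of CTCF sites and 55.5% of transcription factor binding sites were recovered. Wild-type replicate 1 stood apart: 14245 genes had at least 1 count in it, against 17442 to 18791 in the other wild-type libraries. Without it, 2728 genes were higher and 2901 lower in Zcchc8 KO. Reads carried no molecular identifiers, so any counting limit given here covers counting error only.

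The RNA of the edited genes was compared across groups to check the sample labels. Btbd7 (ENSMUSG00000041702.7, a protein-coding gene at chromosome 12, 102780797 to 102878471, GRCm38) was at 202 ± 7.64 counts scaled to the TMM library size (CPM; SD, n = 4) in wild type and 99.2 ± 3.23 (SD, n = 4) in Btbd7 KO. Its log2 fold change was -1.03 with a standard error (SE) of 0.06 (edgeR quasi-likelihood test, adjusted p = 2.8e-12). In the Zcchc8 KO clones Btbd7 did not differ from wild type (log2 fold change 0.01, adjusted p = 0.849 in edgeR), and without wild-type replicate 2 the estimate was -0.010. Zcchc8 (ENSMUSG00000029427.11, protein-coding, chromosome 5, 123698294 to 123721100) was at 65.1 ± 2.92 CPM (SD, n = 4) in wild type and 62.3 ± 3.76 (SD, n = 4) in Btbd7 KO. Clone 2 alone was far below this range, at 23.3 ± 1.35 (SD, n = 4), a log2 fold change of -1.48 (edgeR, adjusted p = 5.19e-13). Clone 3 reached 54.5 ± 4.84 (SD, n = 4; log2 fold change -0.26, edgeR adjusted p = 0.0135), and clone 1, at 60.3 ± 4.29 (SD, n = 4), did not differ from wild type (log2 fold change -0.11, edgeR adjusted p = 0.291). Averaged over the clones the log2 fold change of Zcchc8 was -0.62 (SE 0.06, edgeR adjusted p = 2.02e-08), and the clones differed from each other (edgeR, adjusted p = 3.81e-12). Total RNA level thus separated clone 2, but not clone 1, from wild type. A knockout by a small insertion or deletion need not lower the RNA, and the edited sequence was not analysed here.

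**Figure D1:**
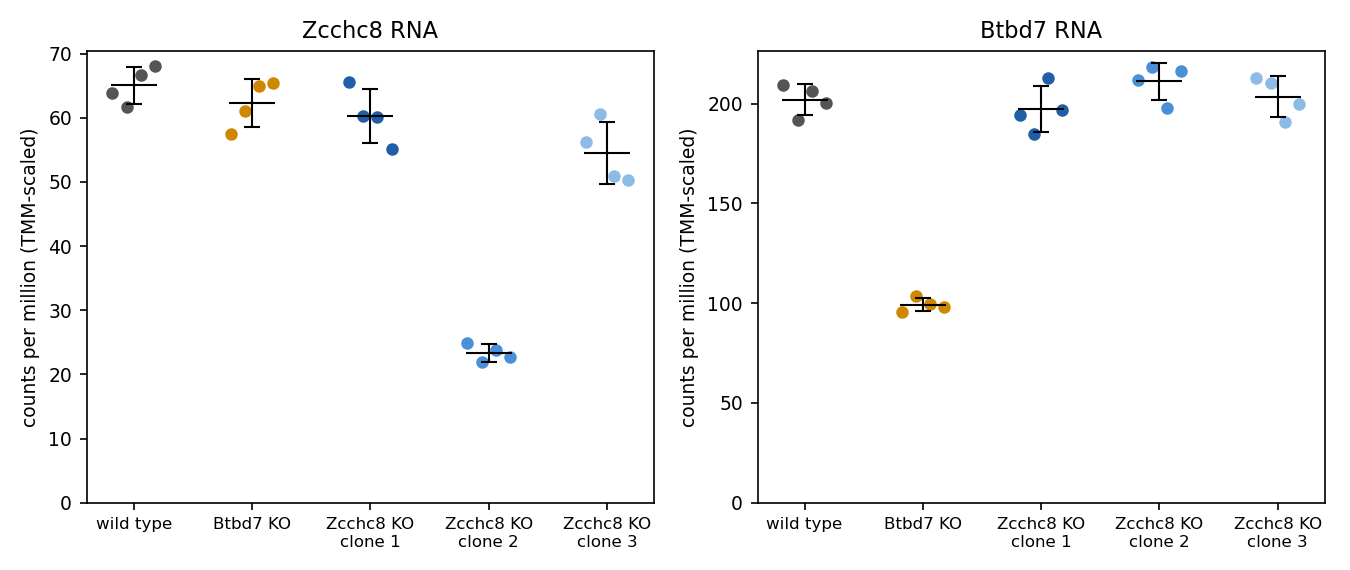
RNA of the edited genes in each library, in TMM-scaled CPM (vertical axes, starting at 0) for the 5 groups of 4 libraries; points are libraries, the long bar is the mean and the whiskers are 1 SD. Zcchc8 is at 23.3 in clone 2 against 65.1 in wild type, and Btbd7 is at 99.2 in Btbd7 KO against 202 in wild type.

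Rbm7 and Mtrex encode the other subunits of the NEXT complex. Rbm7 (ENSMUSG00000042396.10, chromosome 9, 48488701 to 48495299) was lower in Zcchc8 KO by a log2 fold change of -0.20 (SE 0.07, edgeR adjusted p = 0.0179). That call rested on wild-type replicate 1, since without this library the change was -0.13 (adjusted p = 0.126). It was also lost without TMM scaling (-0.12, adjusted p = 0.145) and at equal depth (-0.17, adjusted p = 0.063). Mtrex (ENSMUSG00000016018.4, chromosome 13, 112867418 to 112927398) was lower by -0.27 (SE 0.04, edgeR adjusted p = 2.89e-05). Its change was -0.44 in clone 1, -0.28 in clone 3 and -0.10 in clone 2 (edgeR, adjusted p = 0.194 in clone 2), and the clones differed from each other (edgeR, adjusted p = 0.000122). Neither gene differed between Btbd7 KO and wild type in the same test (adjusted p of 0.299 and 0.717).

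Across all genes, 15297 had enough counts to be tested. Against wild type, the mean of the 3 Zcchc8 KO clones was higher at 2474 genes and lower at 3046 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 1169 were called higher and 890 lower in each of the 3 clones separately. Taking cell lines and not libraries as replicates, which compares the 3 clones with the 2 control lines, moved these counts most among the alternatives at the same threshold: 890 genes were higher and 170 lower. The split also depended on the scaling: without TMM factors, 3229 genes were higher and 2005 lower, and DESeq2 gave 3096 higher and 2645 lower, so the predominance of decreases did not hold under either setting. Requiring an absolute log2 fold change over 1 left 1288 higher and 185 lower. Btbd7 KO differed from wild type at 1183 higher and 1223 lower genes. Of the genes called in Zcchc8 KO, 1235 were also called in Btbd7 KO, 838 of them in the same direction. Both comparisons use the same wild-type libraries, which can raise such an overlap. In 5 simulated draws with no effect, at most 0 genes were called in both, so shared controls alone did not produce it there. Draws without an effect cannot show how much the sharing adds where genes do change. Across tested genes, which are not independent replicates, 60.2% changed in the same direction in both comparisons, where 5 simulated draws with no effect gave 70.5%. The log2 fold changes of Zcchc8 KO and Btbd7 KO correlated with r = 0.32, where shared controls gave 0.60 with no effect. Those of different Zcchc8 KO clones correlated with r = 0.80 on average, where draws with no effect gave 0.48. All spread in such draws is noise, part of it shared, so they set no level for data in which genes do change. With disjoint controls, clone 1 against wild type and clone 2 against Btbd7 KO, r was 0.61.

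The 3 clones also differed among themselves. A joint test of the clones called 4367 of the 15297 genes (28.5%, edgeR, adjusted p under 0.05), with 3289 genes between clones 1 and 2, 2172 between clones 1 and 3 and 2730 between clones 2 and 3. The joint count ranged from 3853 to 5999 over the 20 fits that each left out a library. It was highest without wild-type replicate 1, although that library belongs to no clone. Among the other classes, the same test called 1921 PROMPT regions (10.9% of those tested), 1035 promoter flanking regions (7.3%), 436 promoters (9.4%), 420 enhancers (4.4%), 287 CTCF sites (2.2%), 180 open chromatin regions (2.2%) and 80 transcription factor binding sites (3.2%).

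Genes were singled out by rule: called in each clone in the same direction, not called in Btbd7 KO, and a mean of at least 50 counts. The rule left 420 higher and 608 lower genes. The 5 with the largest increase were the small nuclear RNA gene Gm23444 (ENSMUSG00000064856.1, chromosome 11, 83271498 to 83271688), the antisense transcript 2900060B14Rik (ENSMUSG00000107722.1, chromosome 1, 118458652 to 118459267), AA474408 (ENSMUSG00000073867.2, chromosome 7, 110057987 to 110061325) and 4930402H05Rik (ENSMUSG00000107397.1, chromosome 6, 91207216 to 91210044), which are both annotated as transcripts to be experimentally tested (TEC), and the small nucleolar RNA Snord11 (ENSMUSG00000089093.3, chromosome 1, 59704790 to 59704873). Their log2 fold changes were 4.43 (SE 0.36), 4.35 (SE 0.33), 4.18 (SE 0.14), 4.04 (SE 0.38) and 4.14 (SE 0.37), with edgeR adjusted p of 6.45e-10, 1.9e-10, 5.77e-17, 8.11e-09 and 3.35e-09. The size of 4 of these changes depended on single wild-type libraries. Without wild-type replicate 2, Gm23444 was at 5.27, 2900060B14Rik at 4.95 and 4930402H05Rik at 4.97, and without wild-type replicate 1 Snord11 was at 5.04. Wild-type counts of these 4 ran from 0 or 1 up to 24 to 29 per library, so the sizes are imprecise. AA474408 had the most counts of the 5. It was at 3.33 ± 1.09 CPM (SD, n = 4) in wild type and 4.08 ± 0.845 (SD, n = 4) in Btbd7 KO. In clones 1 and 3 it reached 74.0 ± 3.71 and 58.7 ± 2.62 (SD, n = 4 each), and the 4 libraries of clone 2 lay between 46.1 and 55.1. Because the deposited files do not state how overlapping or antisense features were counted, values of antisense genes and of small RNA genes inside longer transcripts could include reads of the overlapping transcript.

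The 5 genes with the largest decrease were led by Tnc (ENSMUSG00000028364.15, protein-coding, chromosome 4, 63959785 to 64047015), at 26.8 ± 3.64 CPM (SD, n = 4) in wild type and 37.3 ± 4.05 (SD, n = 4) in Btbd7 KO. It was at 0.659 ± 0.560 in clone 1 and 1.85 ± 0.828 in clone 3 (SD, n = 4 each). The libraries of clone 2 held 0 to 3 counts each, at least 65.1-fold lower than wild type when set against a floor of 3 counts. The others were Ifit2 (ENSMUSG00000045932.12, chromosome 19, 34550694 to 34576419), Serpinb2 (ENSMUSG00000062345.10, chromosome 1, 107511423 to 107535478), Glul (ENSMUSG00000026473.16, chromosome 1, 153899944 to 153909723) and the small nucleolar RNA gene Gm26397 (ENSMUSG00000065637.1, chromosome 8, 126944847 to 126944980). Their log2 fold changes were -1.86 (SE 0.23), -1.85 (SE 0.19), -1.68 (SE 0.21) and -1.61 (SE 0.11), with edgeR adjusted p of 7.15e-07, 2.26e-08, 9.52e-07 and 2.21e-11. Ifit2 and Serpinb2 belong to multigene families, and how reads shared between paralogs were counted is not stated.

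The rise was unequal between kinds of gene. Among annotated biotypes with at least 100 tested genes, the share called higher was largest for bidirectional promoter long non-coding RNAs (80.2%, median log2 fold change 2.12) and antisense RNAs (282 of 463, 60.9%, median 1.54). It was 49.1% for lincRNAs (223 of 454), 41.8% for small nucleolar RNAs (51 of 122) and 11.8% for protein-coding genes (1351 of 11481), of which 25.4% (2912) were called lower in the TMM-scaled fit. Predefined lists of genes were tested with camera, adjusting over 10 tests. Genes with RIKEN cDNA names were higher as a group in Zcchc8 KO (772 tested, median log2 fold change 0.93 against 0.01 for other genes in the voom values that camera uses, adjusted p = 1.02e-12). Of them, 341 were called higher and 44 lower over all genes tested, and 358 higher and 48 lower when adjusted over the list alone. Predicted genes with Gm names were also higher (2751 tested, median 0.60 against -0.01, adjusted p = 3.01e-08), with 649 called higher and 93 lower, or 614 and 81 adjusted over the list alone. These medians depended on the fit: in the edgeR fit they were 0.66 and 0.31, and in voom values at equal depth 0.68 and 0.43. Both results held under fry, under an estimated correlation between genes and at equal depth (camera adjusted p = 2.37e-12 and 6.45e-08). The lists of 67 histone genes (median 0.12, adjusted p = 0.263), 11 Snhg host genes (median -0.06, adjusted p = 0.265) and 18 genes of the NEXT, PAXT and exosome complexes (median -0.17, adjusted p = 0.142) did not pass under camera. Adjusted over the list alone, 10, 3 and 1 of their members were called higher and 5, 1 and 8 lower. In Btbd7 KO none of the 5 lists passed, the lowest camera p being 0.0895 before and 0.224 after adjustment, for the histone genes. Without Btbd7 KO replicate 2 that list reached an adjusted p of 0.0402.

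PROMPT regions changed more than any other class. Of 17655 tested, 7036 (39.9%) were higher and 585 (3.3%) lower in Zcchc8 KO than in wild type, with a median log2 fold change of 0.45. Increases made up 92.3% of calls. In each clone separately 5098 were higher and 91 lower, whereas Btbd7 KO differed from wild type at 239 higher and 297 lower regions (median -0.03). Library sizes were taken from the gene table. Scaling within the PROMPT table, which sets the typical region to no change by construction and moved the median to 0.02, gave 5054 higher and 3665 lower regions, 58% of calls higher. Of 11386 genes tested in both tables, 5876 had a PROMPT region called higher. The gene itself was called higher at 1036 of these, lower at 1449 and in neither direction at 3391. Within each library, the median over all 11386 genes of the log2 ratio of PROMPT to gene counts was taken, in which a library factor cancels. The pseudocount of 0.5 still lets depth shift this ratio at low counts, and it was not computed at equal depth. The median was -3.37 ± 0.03 (SD, n = 3) in wild type and -3.37 ± 0.05 (SD, n = 4) in Btbd7 KO. It was -2.18 ± 0.03 in clone 1, -2.37 ± 0.01 in clone 2 and -2.31 ± 0.04 in clone 3 (SD, n = 4 each). All 4 libraries of each clone lay above every wild-type library (two-sided exact permutation test, p = 0.0571 for each clone, the smallest that 4 against 3 libraries allow, and p = 0.857 for Btbd7 KO). Regions with no other annotated gene within 5 kb upstream rose more. They were 4284 of those tested, with a median of 2.19 and 69.9% called higher, against 0.24 and 30.3% for the 13312 with such a neighbour. Scaling within the table lowers all regions together and would put the median of the latter set below 0.

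The PROMPT regions with the largest increase under the naming rule belonged to Rfesd (ENSMUSG00000043190.14, gene at chromosome 13, 76001535 to 76018719) and Cd44 (ENSMUSG00000005087.17, gene at chromosome 2, 102811141 to 102901665). At Rfesd the log2 fold change was 5.95 (SE 0.42, edgeR adjusted p = 2.74e-19), from 0.151 ± 0.131 CPM (SD, n = 3) in wild type to 10.1 ± 2.89, 9.79 ± 3.12 and 8.89 ± 2.26 (SD, n = 4 each) in clones 1, 2 and 3. At Cd44 it was 5.89 (SE 0.42, edgeR adjusted p = 3.87e-19), from 0.136 ± 0.236 (SD, n = 3) to 14.5 ± 1.18, 8.31 ± 0.863 and 6.33 ± 2.88 (SD, n = 4 each). The wild-type libraries held 0 to 7 counts at these regions, so the size of either fold change is imprecise. Without wild-type replicate 4 the change was 5.35 at Rfesd and 9.74 at Cd44, the latter a fitted value against libraries with 0 counts and so no bound, and without wild-type replicate 2 it was 5.28 at Cd44. The region of the microRNA gene Mir6516 (ENSMUSG00000104740.1, chromosome 11, 117077348 to 117077457) fell most (log2 fold change -1.01, SE 0.20, edgeR adjusted p = 1.72e-05). The size of this decrease is imprecise too. It ranged from -1.26 to -0.63 over the fits that each left out a library, and the wild-type libraries spread from 6.59 to 15.2 CPM.

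In the 6 regulatory classes the same comparison gave fewer calls, again mostly increases. Promoter flanking regions had 1517 higher and 371 lower of 14137 tested, CTCF sites 740 and 164 of 13122, enhancers 730 and 175 of 9527, promoters 638 and 179 of 4642, open chromatin regions 407 and 96 of 8051 and transcription factor binding sites 149 and 36 of 2494. Increases made up between 78.1% (promoters) and 81.9% (CTCF sites) of calls, and median log2 fold changes lay between 0.09 and 0.13, but between -0.05 and -0.01 when each table was scaled within itself. The features called in each clone separately numbered 788 higher and 54 lower for promoter flanking regions, 384 and 15 for CTCF sites, 377 and 27 for enhancers, 333 and 24 for promoters, 202 and 13 for open chromatin regions and 71 and 2 for transcription factor binding sites. Btbd7 KO had few calls, at 92 higher and 141 lower promoter flanking regions, 58 and 63 promoters, 37 and 41 enhancers, 18 and 25 CTCF sites, 12 and 21 open chromatin regions and 2 and 3 transcription factor binding sites, with medians between -0.09 and -0.05. Scaling within each table again lowered the share of increases, to 57.7% for promoters, 59.7% for promoter flanking regions, 60.1% for CTCF sites, 60.6% for enhancers, 62% for open chromatin regions and 67.9% for transcription factor binding sites. The files pair these features with identifiers only, so overlap with genes, exons or one another was not analysed here. Reads of host genes could be included in any of them.

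**Figure D2:**
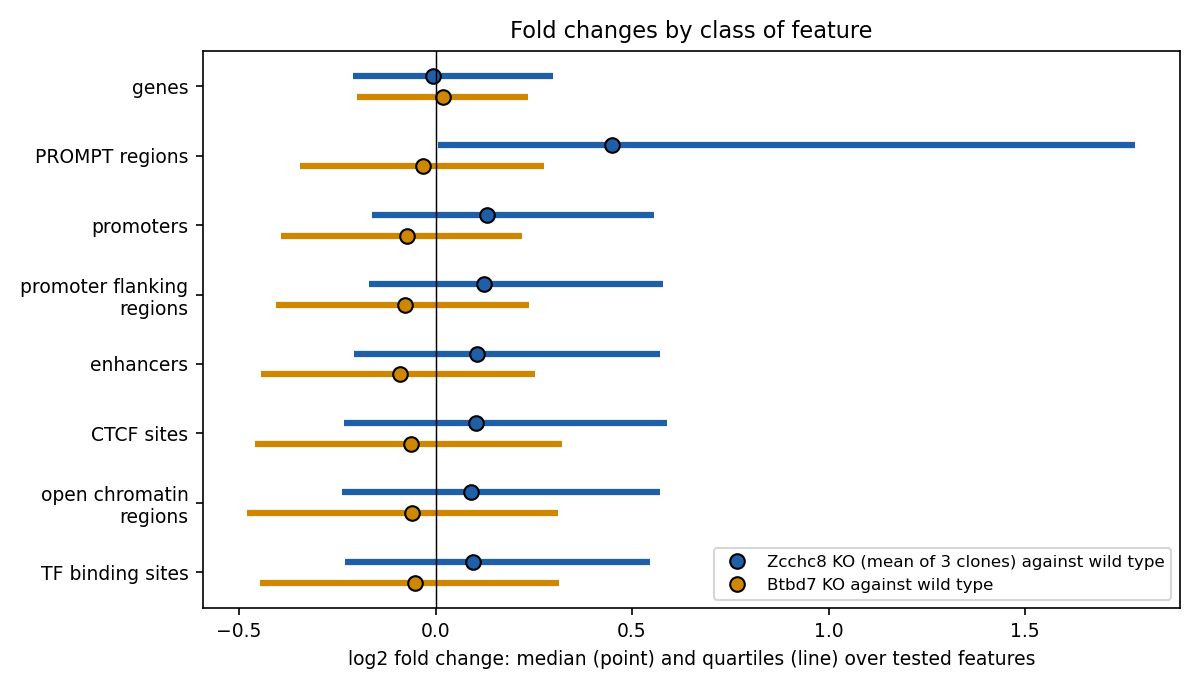
Fold changes by class of feature. Points are the median log2 fold change over tested features and horizontal lines span the quartiles, for Zcchc8 KO (mean of 3 clones, blue) and Btbd7 KO (orange) against wild type. The PROMPT median in Zcchc8 KO is 0.45, those of the 6 regulatory classes lie between 0.09 and 0.13 (below 0 under scaling within each table), and that of genes is -0.01.

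Under the naming rule, the largest increases in these classes were at CTCF sites ENSMUSR00000438768 (log2 fold change 5.58, SE 0.37, edgeR adjusted p = 3.43e-24) and ENSMUSR00000488448 (4.81, SE 0.32, adjusted p = 2.63e-24), open chromatin regions ENSMUSR00000645840 (5.43, SE 0.38, adjusted p = 8.08e-24) and ENSMUSR00000211320 (3.23, SE 0.26, adjusted p = 1e-19) and promoters ENSMUSR00000252245 (5.03, SE 0.27, adjusted p = 1.9e-29) and ENSMUSR00000504174 (4.05, SE 0.17, adjusted p = 1.27e-37). Single wild-type libraries moved some of these sizes. ENSMUSR00000488448 was at 5.70 without wild-type replicate 2 and at 4.2 without replicate 4, and ENSMUSR00000645840 at 6.46 without replicate 3. For enhancers the largest increases were at ENSMUSR00000422160 (4.97, SE 0.24) and ENSMUSR00000711552 (4.91, SE 0.24), both with an edgeR adjusted p of 1.58e-36. The remaining ones were promoter flanking regions ENSMUSR00000170242 (4.39, SE 0.19) and ENSMUSR00000483481 (4.28, SE 0.35) and transcription factor binding sites ENSMUSR00000446201 (2.68, SE 0.17) and ENSMUSR00000718368 (2.55, SE 0.15). Enhancer ENSMUSR00000422160, for example, was at 0.582 ± 0.25 CPM (SD, n = 3) in wild type, 0.784 ± 0.267 (SD, n = 4) in Btbd7 KO and 21.1 ± 3.97, 19.9 ± 2.40 and 16.6 ± 4.02 (SD, n = 4 each) in the clones. The largest decreases were smaller, with log2 fold changes of -1.81 at promoter flanking region ENSMUSR00000267905, -1.57 at enhancer ENSMUSR00000705898, -1.11 at promoter ENSMUSR00000678878, -1.02 at open chromatin region ENSMUSR00000715323, -0.999 at CTCF site ENSMUSR00000585104 and -0.86 at transcription factor binding site ENSMUSR00000585034. A feature not called in Btbd7 KO is not thereby unchanged there. Enhancer ENSMUSR00000705898 was also lower in Btbd7 KO than in wild type (log2 fold change -0.947, edgeR adjusted p = 0.0731). Promoter ENSMUSR00000252245 was also higher there (1.28, edgeR adjusted p = 0.0589).

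To compare whole classes, counts in each class were summed per library and divided by the counts in genes. PROMPT regions drew 192 ± 4.31 counts per 1000 gene counts (SD, n = 3) in wild type, 188 ± 2.04 (SD, n = 4) in Btbd7 KO and 239 ± 1.94, 226 ± 5.53 and 233 ± 2.06 (SD, n = 4 each) in clones 1, 2 and 3. These clone values were 24.3%, 17.6% and 21.3% above wild type. In the other 6 classes the clones lay between 6.21% (enhancers, clone 1) and 12.1% (promoters, clone 1) above wild type, and Btbd7 KO differed from wild type by -3.16% to -0.0869%. In all 21 combinations of class and clone, each of the 4 clone libraries exceeded all 3 wild-type libraries. Each gave p = 0.0571 in a two-sided exact permutation test (0.0762 adjusted over 28 tests), the smallest p this design can reach, so no class share could pass 0.05. Dividing by the TMM-scaled gene total in place of the plain total moved these ratios most. The log2 ratio for PROMPT regions in clone 1 then fell to 0.27, and every clone remained above wild type in every class.

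**Figure D3:**
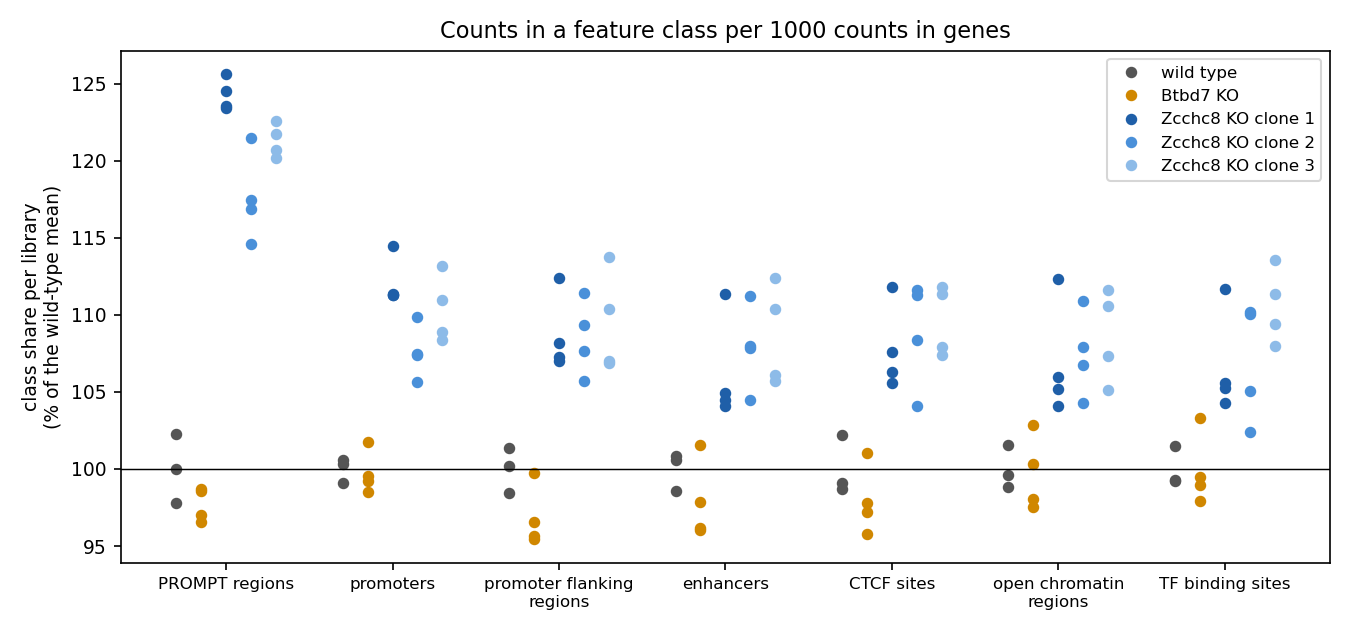
Class share per library, as a percentage of the wild-type mean (vertical axis, which does not start at 0), for the 7 feature classes. Points are libraries, 3 of wild type and 4 of each edited line. All clone libraries lie above all wild-type libraries in each class, and PROMPT regions rise by 17.6% to 24.3%.

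The genes called in Btbd7 KO were unevenly spread over chromosomes. On chromosome 12, which carries Btbd7, the 309 expressed genes before Btbd7 had a median log2 fold change of 0.35 against wild type and the 79 genes after it a median of -0.35, expressed meaning a mean of at least 50 counts. The difference, recomputed from per-library values, lay between -0.73 and -0.71 in the 4 Btbd7 KO libraries. In Zcchc8 KO the medians of the same genes were -0.05 and -0.06.

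**Figure D4:**
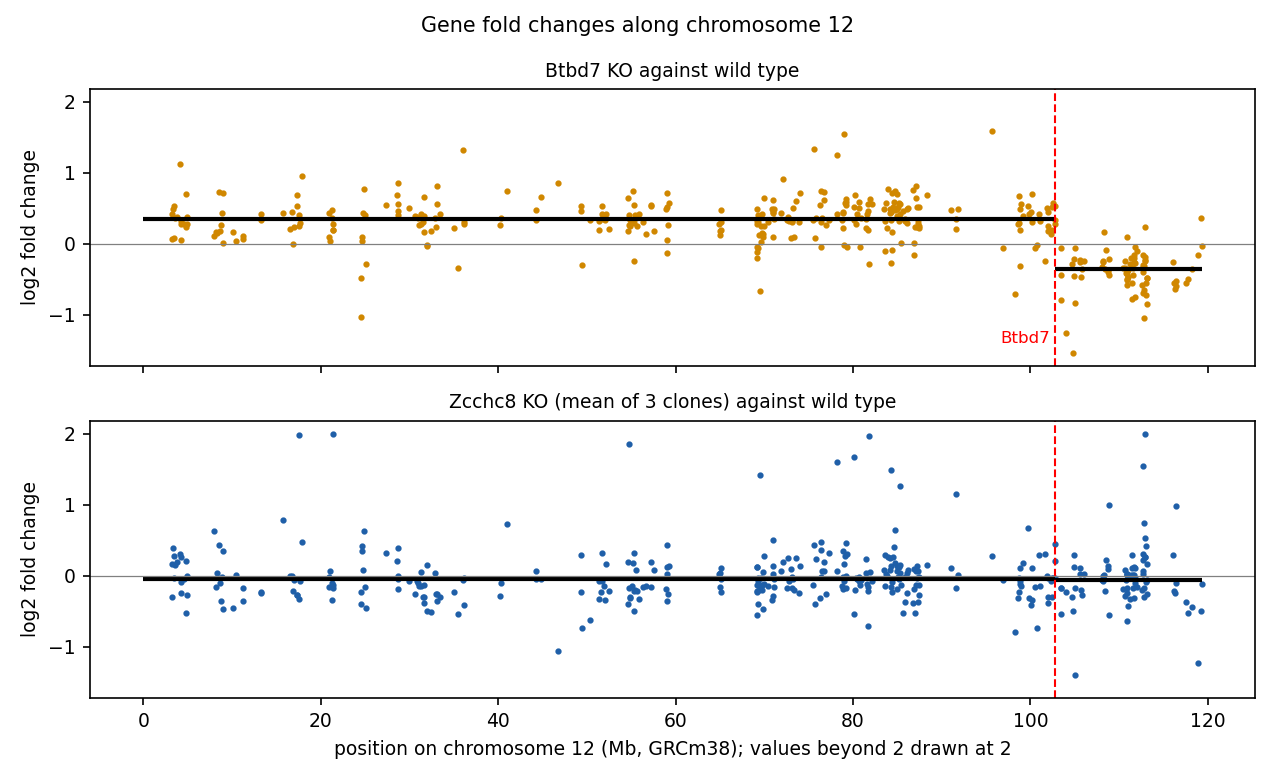
Log2 fold change of expressed genes along chromosome 12 (horizontal axis, Mb in GRCm38) in Btbd7 KO (upper panel) and in Zcchc8 KO (mean of 3 clones, lower panel) against wild type. Each point is a gene, black lines are medians before and after Btbd7 (dashed line), values beyond 2 are drawn at 2, and in Btbd7 KO the medians are 0.35 and -0.35.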

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

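Of the tests in this part, the loss of a chromosome segment and the centring on windows were chosen before their results were seen, and none was chosen only afterwards. A group of 4 libraries was listed where the gap of its highest or lowest library to the nearest other passed Dixon's 95% critical value. This was so in 11 of 196 groups tested, where chance gives 9.8, so the list as a whole is no larger than chance would give.

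Clone 1 replicate 4 had the highest share of counts in enhancers (43.3 per 1000 gene counts, the others 40.4 to 40.8) and in promoters (40.1, the others 39.0). Clone 1 replicate 3 was highest for Mtrex (112 CPM, the others 106) and for Snord11 (24.6, the others 16.4 to 17.7). Clone 2 replicate 4 was highest for the PROMPT region of Rfesd (14.4, the others 7.76 to 8.87), and clone 2 replicate 2 was lowest for Glul (2.49, the others 4.52 to 4.91). Clone 3 replicate 3 was lowest for promoter ENSMUSR00000678878 (1.92, the others 3.69 to 3.89). In Btbd7 KO, replicate 3 was lowest for 2900060B14Rik (0.372, the others 0.723 to 0.760) and highest for the PROMPT region of Mir6516 (12.6, the others 9.60 to 9.91), and replicate 2 was highest for CTCF site ENSMUSR00000585104 (17.3, the others 14.0 to 14.2). Wild-type replicate 4 was lowest for Ifit2 (6.57, the others 7.81 to 7.93). No technical or biological explanation of single libraries was tested.

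The Zcchc8 KO clones differed from each other, by the test that all 3 are equal, at 4367 genes, 1921 PROMPT regions, 1035 promoter flanking regions, 436 promoters, 420 enhancers, 287 CTCF sites, 180 open chromatin regions and 80 transcription factor binding sites. For genes, 1 of 40 splits of the 12 knockout libraries gave as many, the real one, and the largest other split gave 1170. Shifts of whole chromosomes or segments between clones are a candidate explanation. To centre, the median log2 fold change of each 10 Mb window in each edited line was entered as an offset. The edgeR fit used for this left out wild-type replicate 1, and without that library 5999 of all genes tested differed among clones. After centring, 4715 genes were called in place of 5989 in the same fit, 78.7%, while centring on random windows of the same sizes left 101.8%. Such shifts may therefore account for part of the calls, and the remainder stays open. Differences between clones in the edited alleles, and chance differences between single cells carried into each clone, were not tested.

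Of 35 named features, 22 differed among the clones (edgeR, adjusted p from 1.93e-29 to 0.0444). The highest minus the lowest of the 3 log2 fold changes was 3.97 for Tnc, 2.30 for Ifit2, 1.80 for Glul, 1.25 for 2900060B14Rik, 1.10 for 4930402H05Rik, 0.89 for Gm23444, 0.72 for Gm26397, 0.57 for AA474408 and 0.35 for Mtrex. The fitted value of Tnc in clone 2 rests on 0 to 3 counts per library, so its difference is imprecise. For regulatory features it was 0.80 and 0.77 at CTCF sites ENSMUSR00000438768 and ENSMUSR00000585104, 0.72 and 1.44 at enhancers ENSMUSR00000711552 and ENSMUSR00000705898, 0.79 at open chromatin region ENSMUSR00000211320, 1.42 and 2.17 at promoter flanking regions ENSMUSR00000483481 and ENSMUSR00000267905, 0.74 and 2.32 at promoters ENSMUSR00000252245 and ENSMUSR00000504174, and 0.84 and 0.68 at transcription factor binding sites ENSMUSR00000446201 and ENSMUSR00000718368. It was 1.14 at the PROMPT region of Cd44.

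Zcchc8 itself differed by 1.37 on the log2 scale, from -1.48 in clone 2 to -0.11 in clone 1. Loss of the surrounding chromosome segment would lower its neighbours too, yet the 39 expressed genes within 1 Mb had a median of 0.14 in clone 2, which argues against it. What stays open, untested, is a difference in the edited alleles, which could change RNA stability in 1 clone and not in another.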

How the results depend on the processing

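Thinning to equal depth (of counts and of lists), PROMPT regions without a neighbouring gene and chromosomes without a shift were chosen only after the data were seen, and all other alternatives before. Some results kept their direction and their side of the threshold throughout. The count of PROMPT regions higher in Zcchc8 KO stayed within 1.5 times of 7036 in all alternatives except the restriction to regions without a neighbouring gene, from 5054 (scaling within the table) to 8051 (Btbd7 KO as control). The RIKEN and Gm lists passed under camera, fry, an estimated correlation, the block, equal depth, each clone and each library left out. Among named features, 884 values under alternatives stayed on the same side of the threshold, 4 became weaker and 1 reversed. The 4 were Rbm7 without TMM, thinned, without wild-type replicate 1 and in the other gene table, which are the same libraries in the last pair. The reversed one was Btbd7 in Zcchc8 KO, at -0.010 without wild-type replicate 2 (edgeR adjusted p 0.896) against 0.01 with all libraries, neither of which differs from 0, in a range from -0.010 to 0.050 over the 20 fits that each left out a library.

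Where counts moved by more than 1.5 times, the cause was not tested unless given. A call in each of 3 clones is stricter by construction. It left 1169 higher and 890 lower genes, 91 lower PROMPT regions, 788 and 54 promoter flanking regions, 384 and 15 CTCF sites, 377 and 27 enhancers, 202 and 13 open chromatin regions, 333 and 24 promoters and 71 and 2 transcription factor binding sites. An absolute log2 fold change over 1, also stricter by construction, left 1288 higher and 185 lower genes. The lower features were then 60 PROMPT regions, 38 promoter flanking regions, 28 CTCF sites, 21 enhancers, 13 open chromatin regions, 26 promoters and 11 transcription factor binding sites. The calls in Btbd7 KO were 340 genes, 208 PROMPT regions, 88 promoter flanking regions, 23 CTCF sites, 37 enhancers, 16 open chromatin regions, 45 promoters and 2 transcription factor binding sites.

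With lines as replicates, which leaves 3 clones against 2 lines, 890 genes were higher and 170 lower, and the lower features were 196 PROMPT regions, 66 promoter flanking regions, 57 CTCF sites, 58 enhancers, 43 open chromatin regions, 25 promoters and 9 transcription factor binding sites. With Btbd7 KO as the control, 1018 PROMPT regions, 348 CTCF sites, 210 open chromatin regions and 77 transcription factor binding sites were lower, 2391 promoter flanking regions were higher and 623 lower, and 1204 enhancers were higher and 356 lower. In single clones, clone 2 had 105 lower CTCF sites, and clone 3 had 116 lower enhancers and 20 lower transcription factor binding sites. Pairs of clones, which test fewer differences by construction, gave 2172 genes for clones 1 and 3 and 2730 for clones 2 and 3.

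Scaling within the table centres each class by construction and raised the lower features to 3665 PROMPT regions, 831 promoter flanking regions, 396 CTCF sites, 388 enhancers, 196 open chromatin regions, 376 promoters and 60 transcription factor binding sites. Calls at the latter in Btbd7 KO rose to 8. Without TMM, 2005 genes and 245 promoter flanking regions were lower. With only the groups compared, Btbd7 KO had 1237 genes, 322 PROMPT regions and 12 transcription factor binding sites. DESeq2 called 76 CTCF sites and 19 transcription factor binding sites in Btbd7 KO. With a mean of at least 10 counts, which tests fewer features, 466 CTCF sites, 243 open chromatin regions and 98 transcription factor binding sites were higher, and 11 of the last were called in Btbd7 KO. Without a filter no count moved by that much.

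Thinned to equal depth, with fewer counts by construction, 423 CTCF sites, 235 open chromatin regions and 85 transcription factor binding sites were higher in Zcchc8 KO. In Btbd7 KO the calls fell to 294 PROMPT regions, 21 CTCF sites, 46 enhancers and 19 open chromatin regions, but rose from 5 to 10 for transcription factor binding sites. Thinning also lowered the number of these sites tested from 2494 to 1435, and the cause was not tested. Among PROMPT regions with no other gene within 5 kb upstream, a smaller set, 3109 were higher and 27 lower in Zcchc8 KO and 50 were called in Btbd7 KO when p was adjusted over this set alone, whereas 2996 of them were higher when it was adjusted over all regions. On chromosomes with a median within 0.1 of 0, again a smaller set, 1260 genes were called in Btbd7 KO.

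Class shares on the TMM-scaled library size moved by more than the replicate spread in all 21 combinations of class and clone and stayed above wild type. The TMM factors differ between the knockout and wild-type libraries, which causes this. The log2 ratios in clones 1, 2 and 3 were 0.27, 0.18 and 0.22 for PROMPT regions, 0.076, 0.062 and 0.067 for promoter flanking regions, 0.064, 0.066 and 0.069 for CTCF sites, 0.043, 0.054 and 0.056 for enhancers, 0.052, 0.048 and 0.056 for open chromatin regions, 0.12, 0.050 and 0.079 for promoters and 0.049, 0.041 and 0.082 for transcription factor binding sites. Without the 10 most abundant features, promoters gave 0.19, 0.13 and 0.17, and PROMPT regions 0.34 in clone 1, 0.28 in clone 2 and -0.0058 in Btbd7 KO.

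Of the lists that did not pass under camera, fry, which asks whether a list changes at all and not whether it changes more than other genes, gave adjusted p of 6.63e-06 for Snhg genes and 0.00107 for the NEXT, PAXT and exosome genes in Zcchc8 KO. In clone 2 alone, camera gave 0.039 for the histone genes and also 0.039 for the NEXT, PAXT and exosome genes. Over the alternatives other than leaving out libraries, adjusted p ranged to 0.907 for the histone, 0.731 for the Snhg and 0.451 for the exosome list, all 3 under the estimated correlation, apart from 0.977 for the histone genes in clone 1.

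Leaving out each library in turn moved 18 of 479 counts by more than 1.5 times, and no class share by more than the replicate spread. The Btbd7 KO calls ranged from 333 to 567 PROMPT regions (333 without wild-type replicate 4), from 151 to 256 promoter flanking regions (151 without wild-type replicate 4, 154 without Btbd7 KO replicate 4), from 24 to 45 CTCF sites (24, 25 and 28 without Btbd7 KO replicates 4 and 2 and wild-type replicate 4), from 45 to 87 enhancers (45 and 46 without Btbd7 KO replicates 1 and 2), from 21 to 40 open chromatin regions (21 without Btbd7 KO replicate 2), from 79 to 128 promoters (79 without wild-type replicate 4) and from 5 to 13 transcription factor binding sites. The last reached 13 without wild-type replicate 4, 10 without clone 1 replicate 1, 9 without Btbd7 KO replicate 2 and 8 without either Btbd7 KO replicate 1 or wild-type replicate 2. Features lower in Zcchc8 KO ranged from 61 to 111 open chromatin regions (61 without wild-type replicate 4), from 114 to 210 promoters (114 without the same library) and from 21 to 40 transcription factor binding sites (21 without wild-type replicate 3). Of 200 list tests, 1 changed: for the histone genes in Btbd7 KO adjusted p ranged from 0.0402 to 0.602 and was lowest without Btbd7 KO replicate 2. The cause was not tested.

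Replicate numbers did not pair the libraries. Deviations from the group means correlated at 0.011 on average over 36 pairs of libraries with the same number, from -0.202 to 0.320, with 5 pairs over 0.1, against -0.004 over 108 pairs with different numbers. With the replicate number as a block, 2503 genes were higher and 2973 lower in Zcchc8 KO, 2353 were called in Btbd7 KO and 4285 differed among clones. No count moved by more than 1.5 times, and no list or named feature changed its call. The restriction to features that overlap no annotated exon was not run, because the tables give no coordinates for the regulatory features.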

Other observations

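Chosen only after the result was seen were the tests of Btbd7 KO and of a uniform background against the PROMPT rise, of gene abundance, of windows along chromosomes, of depth and labelling of wild-type replicate 1, and all tests of the step on chromosome 12.

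The calls were compared with those of other splits of the libraries, and for PROMPT regions technical explanations were tested in several ways. Other splits mix libraries of different lines, so they only ask whether a regrouping of libraries gives as many calls. They cannot tell the edit from a batch, culture or clonal difference shared by all libraries of a line. For each of the 8 tables, 1 of 40 splits of the libraries gave as many calls in Zcchc8 KO, the real one, and the largest other split gave 7. For Btbd7 KO, 1 of 35 splits gave as many in 7 tables. For transcription factor binding sites 2 of 35 did, the other with 6 calls against 5, so those 5 calls are no more than a regrouping of the libraries can give. Scaling between libraries would leave the ratio of a PROMPT region to its own gene in place, but its median rose by 1.08 on the log2 scale on average over the clones. With all libraries thinned to 1 depth, the median change of PROMPT regions was 0.37. Reads of neighbouring genes could raise a region only where another gene lies close by, yet the median was 2.19 where no other gene lies within 5 kb upstream. A uniform background such as genomic DNA would raise regions of silent genes as much as others. To keep the choice of regions apart from the gain, it was made in Btbd7 KO alone. It was limited to regions with a count there and no other gene within 5 kb upstream, so regions with such a neighbour were not tested for this. The 3645 regions of genes without a count in Btbd7 KO gained 76.2 CPM per 1000 regions in Zcchc8 KO over wild type, 3.17% of the gain of 2405 at 3971 regions of genes with at least 50 counts on average. Editing and cloning as such would raise PROMPT regions in Btbd7 KO, where the median was -0.031. Loss of Zcchc8, as the labels name it, may therefore underlie the rise, as a hypothesis found and tested on the same data. Reads of the gene itself, counted in its PROMPT region because of the unstated region boundaries, would also leave the ratio of region to gene in place.

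RIKEN and predicted genes could pass more often because they are weakly expressed. In 10000 random lists of other genes matched on abundance, 17.2% were called higher on average and at most 22.4%, against 44.2% of the RIKEN genes, which argues against low abundance for this list. For Gm genes the gap was much smaller. Their matched lists had 18% on average and at most 20.7%, against 23.6%, and a median log2 fold change of up to 0.30 in the edgeR fit, against 0.31. Low abundance is thus not enough for the whole Gm list but may account for much of its share. A candidate explanation for part of the rise is that some of these genes are transcripts running upstream from a neighbouring promoter. It was tested on both lists pooled and not on each. The 454 genes of these lists that start head to head within 3 kb of a protein-coding gene had a median log2 fold change of 1.53 and 63.4% of them were called higher, against 0.28 and 22.9% for the 3069 others. The calls among these others, which are most of the genes, are left unexplained by it. The difference of 1.25 gave a permutation p of 1e-05, the smallest that 100000 resamples can give. It was 0.86 within antisense and long non-coding types, 1.81 within TEC genes and 0.71 within pseudogenes. In Btbd7 KO the medians of both sets were 0.01 and -0.04.

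In the edited lines, whole chromosomes shifted against wild type. Among genes with a mean of at least 50 counts, 12 combinations of line and chromosome had a median log2 fold change of at least 0.15 in size, each on the same side in 4 of 4 libraries. They ranged from -0.30 for chromosome 18 in clone 2 to 0.32 for chromosome 12 in Btbd7 KO. Chromosome 3 was lower in all 4 edited lines, at -0.27, -0.29 and -0.16 in clones 1, 2 and 3 and -0.20 in Btbd7 KO, and a change in the shared wild-type libraries would look the same. Others belonged to 1 or 2 lines, such as chromosome 15 in clone 3 (-0.30), chromosome 2 in clone 1 (0.27) and chromosome 13 in clones 1 and 3 (-0.27 and -0.19). In clone 2, genes of chromosome 18 had a median of -0.01 before 40 Mb and -0.54 after it. The values argue against GC content and transcript length, since 12 of the 12 kept a median of at least 0.1 in the same direction in the residuals of a fit on both. A few co-regulated genes would leave most of a chromosome in place, but 97.5% of the windows of 10 Mb lay on the side of their chromosome. Differences in DNA copy number between lines are a possible explanation that could not be told apart from others. The PROMPT regions of these chromosomes lay on the same side in 8 of 12. In the clones it was 5 of 8, with standard errors of 0.25 to 0.64 that are too large to decide. In Btbd7 KO the standard errors were 0.045 to 0.096, and the PROMPT medians relative to all regions were -0.13 for chromosome 3, 0.10 for chromosome 19 and 0.084 for chromosome 11. Chromosome 12 had -0.012 (17 regions) against 0.32 in genes, but 11 of these regions lie before Btbd7, with 0.17, and 6 after it, with -0.32. PROMPT regions can hold reads of the genes themselves, so a shift to the same side would not separate copy number from changed expression. Over the 20 chromosomes the correlations of gene and PROMPT medians were weak in the 4 lines (Pearson r 0.08 to 0.29, permutation p 0.225 to 0.726, adjusted p 0.636 to 0.726).

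The step on chromosome 12 in Btbd7 KO falls at the edited gene. The single split of the 388 expressed genes other than Btbd7 that best separates their log2 fold changes lay between Ubr7 and Otub2, which flank Btbd7, with 0 genes between the split and Btbd7 (p = 1e-04 by permuting gene order, the smallest that 10000 permutations can give). Both neighbours are named because the search chose them. Within 2 Mb, 13 of 14 genes before Btbd7 were higher (median 0.33) and 6 of 6 after it were lower (median -0.61). The step was -0.77 in residuals of GC content and transcript length, which argues against those as its source. It was -0.75 when Btbd7 KO was set against the Zcchc8 KO clones, which argues against the wild-type libraries. Genes more than 5 Mb beyond Btbd7 were lower too, 60 of 64, with a median of -0.36, which argues against an effect on near neighbours alone. PROMPT regions with a mean of at least 10 counts stepped by -0.70 at the same place, from 0.27 before to -0.43 after (80 and 20 regions, permutation p = 0.00037), while the median of the 17 with at least 50 counts over the whole chromosome was -0.012. Their reads may include those of the gene or of an overlapping transcript, so this step may only repeat that of the genes. Regions of weakly expressed genes without a neighbour, 2 of them beyond Btbd7, were too few to test this. A candidate explanation is a break or rearrangement at the edited site that left fewer copies of the end of the chromosome and more of the rest, but DNA was not analysed here. If so, part of the Btbd7 KO calls could follow copy number and not the loss of Btbd7. After centring on windows of 10 Mb, in the edgeR fit without wild-type replicate 1, 1735 of 2658 calls, 65.3%, were left in number, against 94.1% for Zcchc8 KO. Along chromosome 5, the best split in clones 1, 2 and 3 lay 77, 225 and 164 genes away from Zcchc8, with steps at Zcchc8 of 0.10, 0.17 and 0.09.

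Wild-type replicate 1 lay apart from its group and is in 1 of the 9 tables. On the second principal component, which held 14.2% of the variance, it was at -75.2, with all other libraries between -8.96 and 20.6. The SD of its log2 deviations from its group mates was 0.593, against at most 0.257 in the other libraries. GC bias is not enough, since the Spearman correlation of its deviation with GC content over 10772 genes was -0.34, inside the range of -0.36 to 0.38 of the others, and the SD after a fit on GC content and length was 0.562. Lower depth is not enough either, since after thinning to 1 depth it had 13942 genes with a count and the others 16638 to 19530. A sample of an edited line under a wrong label is unlikely, since its chromosome 3 genes deviated by a median of 0.040, where every edited line was lower. A library of low complexity may explain it, with 72.4 mitochondrial counts per 1000 gene counts against 41.3 to 53.9 in the other wild-type libraries, but the files hold no duplicate rates to test this. No biological explanation was tested.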
